A study of Mus musculus with 10 samples. Its data were reported in "Sperm DNA methylation alterations induced by gestational arsenic exposure are established stepwise during spermatogenesis" (2026).

How the data were processed

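DNA methylation was measured by RRBS in prospermatogonia of 5 control and 5 arsenic pools. The cells were isolated from fetal testes by magnetic separation with an antibody against the surface antigen Thy1, and testes of many embryos were combined in a pool. According to the methods of the study, the authors trimmed Illumina reads with Trim Galore, mapped them to mm10 with Bismark, and read and united the CpG calls with methylKit, keeping the strands of a CpG apart. Versions, the treatment of PCR duplicates and the treatment of overlapping mates were not stated. The deposited table holds raw counts, with the number of reads, methylated reads and unmethylated reads at each CpG cytosine in each sample. Samples were assigned to groups by their titles, and columns to samples by library name.

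The table had 1349101 entries, of which 1348062 on chromosomes 1 to 19, X and Y were used. The 158 mitochondrial and 881 scaffold CpGs were left out of comparisons. Methylated and unmethylated reads summed to the coverage at every CpG, and the lowest coverage was 10. Of the CpGs, 99.99% (1347905) lay at a CpG of the GRCm38 sequence on the stated strand. Depth limits each value. At a coverage of 10 with 5 methylated reads, the 95% Wilson interval of a level is 23.7 to 76.3%, and at a coverage of 33 with 16 methylated reads it is 32.5 to 64.8%. Such intervals cover counting error only and take reads as independent. Reads were probably not all independent here. Coverage was an even number at 54.1 to 58.3% of CpGs per sample, as arises when both mates of a pair are counted over the same cytosine. Where coverage was even, the methylated count was also even at 76.0 to 80.5% of CpGs. That second share does not test for mates, because CpGs with only unmethylated or only methylated reads give even counts there in any case. Because duplicates and mates raise the apparent depth, tests on single reads overstate the evidence, and for this reason tests with the pool as replicate were run beside them.

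The methylation level of a CpG was its methylated reads divided by all reads, in percent. A sample's mean level was the unweighted mean over CpGs. Group means were compared by exact permutation tests over all 252 assignments of the samples, two-sided, with Benjamini-Hochberg adjustment over the 21 chromosomes, the 8 annotation classes or the genes of a list. Annotation classes were assigned in the order promoter (1 kb upstream to 100 b downstream of a TSS, the setting of the study), TTS (100 b upstream to 1 kb downstream), 5′UTR, 3′UTR, exon, soft-masked repeat, intron and intergenic, from GENCODE release M21 (basic set) and the soft-masked bases of GRCm38. Repeat families (LTR, LINE, SINE) were not analysed here, so the repeat class mixes them.

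DMCs were called by a logistic regression per CpG with q of at most 0.01 and a difference of at least 10 percentage points, as in the study. The likelihood ratio (1 degree of freedom), no overdispersion, the Benjamini-Hochberg q and the pooled difference were settings used here. The study names only a false discovery rate correction for q. The test was repeated with a McCullagh-Nelder overdispersion factor (floor 1) and an F test with 1 and 8 degrees of freedom, and with limma on log2((methylated + 1)/(unmethylated + 1)). Regions were runs of CpGs at most 100 b apart with at least 3 CpGs, and their summed reads were tested by limma with an adjusted p under 0.05 and a difference of at least 10 points. DMC shares per class were compared by Fisher's exact test. Principal components were computed from centred levels of all CpGs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.

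The per-CpG and region tests were tested on simulated data. Reads were drawn at the real coverages for 1348062 CpGs, with 200 changed, either binomially or with extra spread between samples. The logistic regression recovered 77.5% of the changed CpGs with 1 false call under binomial sampling, and 85.5% with 13040 false calls under extra spread. Limma recovered 57.5% and 43% with 0 false calls in both. The overdispersion F test recovered 0 of 200 in both. For the 119692 regions of the same simulated data, some of which held changed CpGs, limma gave an unadjusted p under 0.05 in 5.08% and 4.99% of them. The extra spread was drawn for each CpG separately, while real deviations 1 to 30 b apart had a Pearson's r of 0.613. These shares therefore do not test limma under the spread that real regions share between their CpGs.

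The tests, the main settings and most alternatives were fixed before the data were examined. So were the promoter lists and the rule for naming sites, which took the 3 largest drops and 3 largest rises among DMCs without overlap between the groups, at most 1 per 1 kb. If no region passed, the 2 with the smallest p were to be named. The alternatives were a coverage of at least 20 or 30, leaving out CpGs in the highest 0.1% of coverage, coverage-weighted levels, merged strands, autosomes only, a difference of at least 20 points, a Storey q-value, reads thinned to 10 per CpG, other region definitions, other promoter widths, the replicate number as a block, and leaving out each sample in turn. Samples of the groups share replicate numbers, but the labels do not say that a number marks a shared batch. It cannot mark a shared litter, because the dams of the groups differed.

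Counts of calls were also computed for 100 splits of the 10 samples into 5 and 5, drawn with a fixed seed from 126 possible splits and including the real one. Outlying samples were sought with Dixon's ratio in the 5 samples of each group, in 140 tests over 70 results.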

Results

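Reduced representation bisulfite sequencing (RRBS) measures DNA methylation in CpG-rich restriction fragments, in which bisulfite turns unmethylated cytosine into a base read as T while methylated cytosine is still read as C. The data came from prospermatogonia, the germ cells of the fetal mouse testis, of F1 mice. There were 5 control samples and 5 samples of the arsenic group, whose dams received arsenite in drinking water during gestation. Each sample was a pool of cells from several embryos, so the pool is the replicate throughout. The table held methylated and unmethylated read counts at 1348062 stranded CpG cytosines of chromosomes 1 to 19, X and Y of the mm10 genome, each covered by at least 10 reads in all 10 samples. Total CpG calls ranged from 44207245 to 66570870 per sample, and median coverage per CpG from 25 to 40 reads. The arsenic group was the deeper one, with 56551174 to 66570870 calls per sample against 44207245 to 60504881 in the control group (exact permutation test of the means, two-sided, p = 0.0556). According to the methods of the study, an arsenic prospermatogonia sample had been excluded for its low sequencing depth. That exclusion may have contributed to the gap in depth, and the permutation test does not allow for it. Across CpGs, the methylation levels of any pair of samples had a Pearson's r of 0.919 to 0.946, and no pair of samples looked like the same library, since at most 1.69% of CpGs had identical counts in a pair.

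The first comparison asked whether the genome-wide methylation level of prospermatogonia was lower after gestational arsenic exposure. The mean CpG methylation level was 45.9% ± 0.581 in the control group and 45.4% ± 1.98 in the arsenic group (SD, n = 5). The difference of -0.588 percentage points was smaller than the spread between the pools (exact permutation test over 252 assignments, two-sided, p = 0.683). Arsenic sample 1 had a mean level of 42.1%, while the other 4 arsenic samples lay at 45.2, 46.0, 46.3 and 47.3%, and the 5 control samples between 45.4 and 46.7%. Only 2 of the 5 arsenic samples were below the control mean. Without arsenic sample 1, the arsenic mean was 46.2% and the difference changed sign to 0.227 points (exact permutation test, p = 0.651). Dixon's ratio did not mark arsenic sample 1 as an outlier for the mean level (0.587, critical value 0.71). Leaving out arsenic sample 5 moved the difference the other way, to -1.08 points (exact permutation test, p = 0.254). Of the other settings, weighting by coverage moved the difference most, to -2.45 points (exact permutation test, p = 0.484). Without arsenic sample 1, the coverage-weighted difference was 0.0201 points. The design can give p-values down to 0.00794.

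**Figure D1:**
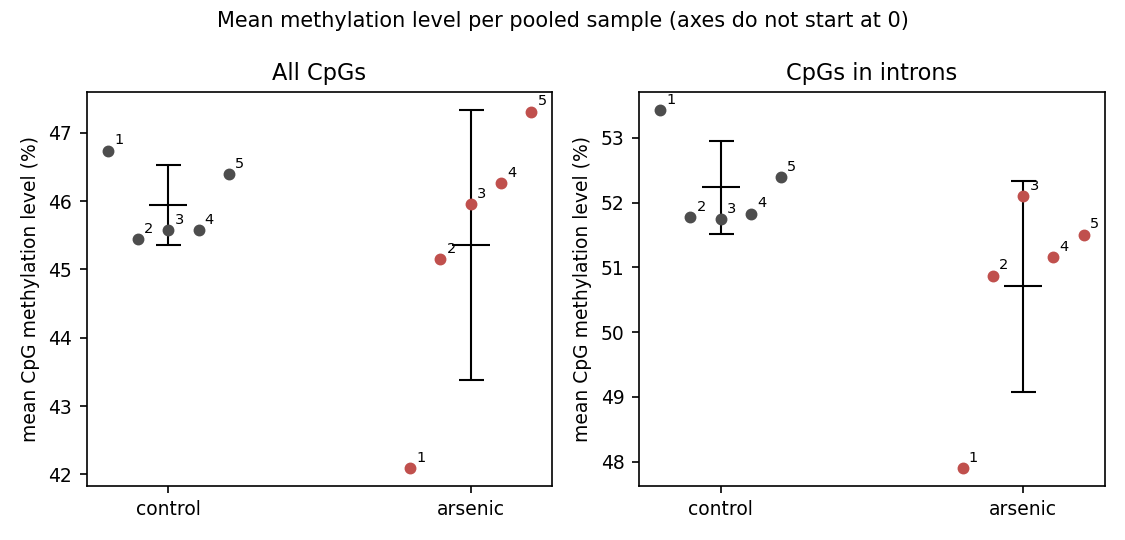
Mean CpG methylation level in percent (y axis) of each pooled sample, by group (x axis), over all CpGs on the left and over CpGs in introns on the right. Points are samples with their replicate number, and bars give the group mean and SD (n = 5); arsenic sample 1 is the lowest sample in both plots, at 42.1% over all CpGs and 47.9% in introns.

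The mean level was lower in the arsenic group on 19 of 21 chromosomes and higher on chromosomes X and Y. No chromosome differed between the groups by more than its samples varied (exact permutation tests, Benjamini-Hochberg adjusted p = 0.841 for each chromosome). Once arsenic sample 1 was left out, the arsenic mean was lower on 2 of the 21 chromosomes. The largest difference in size was on the Y chromosome, at 65.5% ± 0.929 in the control group and 68.0% ± 4.59 in the arsenic group (SD, n = 5; exact permutation test, unadjusted p = 0.302), where arsenic samples 4 and 5 had levels of 70.9% and 74.2%.

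CpGs were then sorted into annotation classes to ask where in the genome levels differed. Promoter CpGs, from 1 kb upstream to 100 b downstream of a transcription start site (TSS), had a mean level of 9.63% ± 0.0796 in the control group and 9.78% ± 0.721 in the arsenic group (SD, n = 5; exact permutation test, p = 0.690). Without arsenic sample 1, the arsenic promoter mean was 0.429 points above the control mean (exact permutation test, unadjusted p = 0.0317). Soft-masked repeats, the class nearest to the retrotransposons in the study's question, stood at 71.7% ± 1.00 in the control group and 71.8% ± 3.53 in the arsenic group (SD, n = 5; exact permutation test, p = 0.897). Introns were the class with the smallest p-value, with 52.2% ± 0.720 in the control group and 50.7% ± 1.63 in the arsenic group (SD, n = 5). All 5 arsenic samples were below the control mean in introns (exact permutation test, unadjusted p = 0.0476), but the difference failed the correction for 8 classes (adjusted p = 0.381). Without arsenic sample 1, the intron difference was -0.824 points (exact permutation test, unadjusted p = 0.103). In the other 5 classes, which were transcription termination sites (TTS), 5′UTR, 3′UTR, exons and intergenic CpGs, unadjusted p-values of the exact permutation test ranged from 0.595 to 0.984. When CpGs were sorted by their mean level over all samples into 3 tiers instead, the difference was 0.0166 points at 0 to 20% (exact permutation test, p = 0.857) and -0.684 points at 20 to 80% (exact permutation test, p = 0.810), with 2 of 5 arsenic samples below the control mean in each. The 333159 CpGs at 80 to 100% averaged 88.9% ± 0.752 in the control group and 87.5% ± 1.38 in the arsenic group (SD, n = 5). In this tier 5 of 5 arsenic samples were below the control mean (exact permutation test, p = 0.0794, adjusted for the 3 tiers p = 0.238). Without arsenic sample 1, the differences were 0.0731, 1.01 and -0.762 points from the lowest to the highest tier.

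Differentially methylated cytosines (DMCs) were called with the study's thresholds, q of at most 0.01 in a logistic regression and a difference of at least 10 percentage points. The difference was taken between the pooled reads of the groups. The logistic regression gave 19994 hypomethylated DMCs (hypoDMCs) and 10563 hypermethylated DMCs (hyperDMCs) among 1348062 CpGs, a share of 65.4% hypoDMCs. That test takes reads as independent and does not use the spread between pools of one group. At CpGs with a mean level of 20 to 80%, this spread was a median of 2.33 times the variance of binomial sampling, and it was above 1 at 90.5% of them. In simulated data with such a spread and 200 changed CpGs among 1348062, the logistic regression called 13040 unchanged CpGs. A share of 22.4% of the real CpGs had an unadjusted p under 0.05 in this test, against 17.3% of unchanged CpGs in the simulation.

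With the spread between pools in the test, no DMC was called. The logistic regression with an overdispersion F test gave 0 DMCs (smallest q = 0.799), with 72797 CpGs or 5.40% at an unadjusted p under 0.05. In the simulated data this F test recovered 0 of 200 changed CpGs, so its count of 0 carries no information on changes of the simulated sizes. Limma on the log2 ratio of methylated to unmethylated reads also gave 0 DMCs (smallest adjusted p = 0.807), with 80916 CpGs at an unadjusted p under 0.05. In the simulated data limma recovered 81% of CpGs changed by 60 percentage points, 10% of those changed by 40 points and none of those changed by 20 points, with 0 false calls. Changes of up to 20 points at single CpGs were therefore not detectable at this depth and number of pools.

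Over all CpGs, the predominance of hypoDMCs depended on arsenic sample 1. Without it the logistic regression gave 15003 hypoDMCs and 18158 hyperDMCs, a hypoDMC share of 45.2%. Of the 19994 hypoDMCs, 12204 or 61.0% were also called without that sample, and of the hyperDMCs 8858 or 83.9%. When any other sample was left out, the share stayed between 61.2 and 76.0%, and without arsenic sample 5 the hyperDMC count fell to 5905. Thinning all samples to 10 reads per CpG moved the counts most among settings that kept the logistic regression, to 31 hypoDMCs and 16 hyperDMCs.

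**Figure D2:**
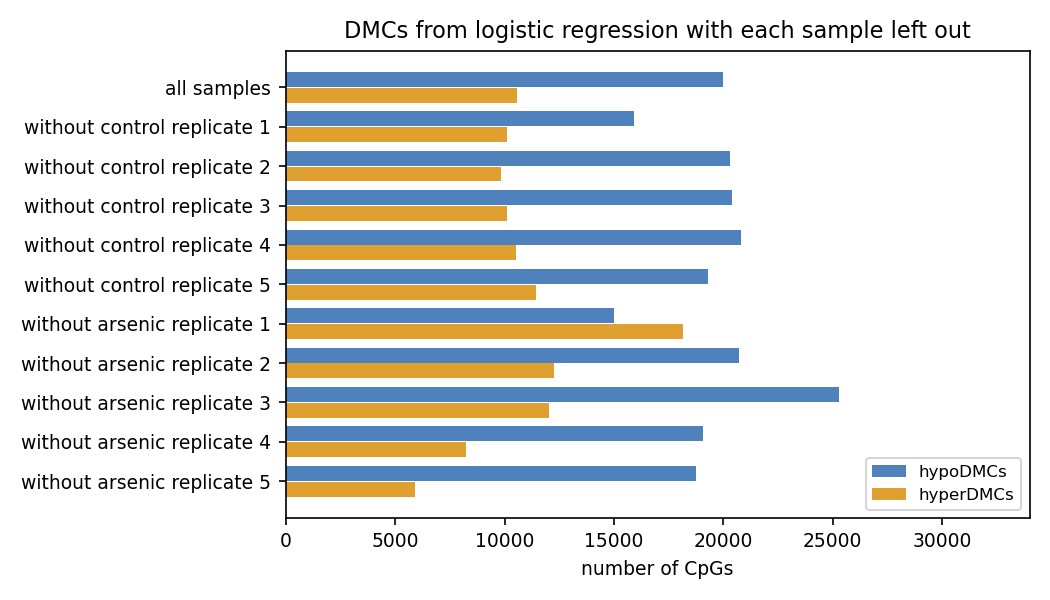
Number of hypoDMCs and hyperDMCs (x axis, CpGs) from logistic regression with all samples and with each of the 10 samples left out in turn (y axis). Bars start at 0; hyperDMCs outnumber hypoDMCs only without arsenic sample 1, at 18158 against 15003.

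The distribution of DMCs over annotation classes addressed the question of whether they gather in repeats. Soft-masked repeats held 15.6% of all CpGs, 12.2% of hypoDMCs (odds ratio 0.750, Fisher's exact test, adjusted p = 1.875e-42) and 27.3% of hyperDMCs (odds ratio 2.04, adjusted p = 7.485e-206). Within repeats 2446 DMCs were hypomethylated and 2883 hypermethylated, a hypoDMC share of 45.9%. Without arsenic sample 1 these were 1791 and 4567, a share of 28.2%. Introns held 28.5% of CpGs and 42.0% of hypoDMCs (odds ratio 1.83), and 18.5% of hyperDMCs (odds ratio 0.567). Only in introns did hypoDMCs outnumber hyperDMCs without arsenic sample 1, at 6345 against 3290. The hypoDMC share there was 65.9% in place of 81.1%. Promoters, whose CpGs were mostly unmethylated, held 18.98% of CpGs but 4.51% of hypoDMCs and 8.35% of hyperDMCs. Against a background of CpGs at 10 to 90%, the odds ratio in promoters was 0.768 in place of 0.199 for hypoDMCs. For hyperDMCs in promoters it was 1.54 in place of 0.387. In repeats the odds ratios against that background were 0.463 for hypoDMCs and 1.34 for hyperDMCs. Fisher's exact test treats CpGs as independent, and other splits of the same 10 samples gave odds ratios for repeats from 0.597 to 2.59 in either direction. For introns they ranged from 0.550 to 2.03.

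A total of 3118 hypoDMCs and 1332 hyperDMCs had levels that did not overlap between the 5 control and the 5 arsenic samples. Over all CpGs, 9337 or 0.693% had no overlap in either direction, where chance gives 0.794%. Over the 760839 CpGs with a mean level of 10 to 90%, the share was 1.01%. By the rule fixed beforehand, which ranks by the difference between pooled reads, the largest drop among the non-overlapping DMCs was at chromosome 6 position 40110167 (mm10, plus strand), in the promoter of Tmem178b. Its level was 56.8% ± 17.7 in the control group and 11.99% ± 6.96 in the arsenic group (SD, n = 5) at 17 to 50 reads per sample. The other drops were at chromosome 7 position 111413920, an intergenic CpG 18312 b from 5430402P08Rik (74.8% ± 15.2 to 29.8% ± 19.8), and at chromosome 17 position 87477873, an intergenic CpG 4131 b from AC122818.3 (72.3% ± 14.0 to 32.5% ± 14.6). By the same ranking, the largest rise was at chromosome 12 position 3111125, an intergenic CpG 24084 b from Gm9075, from 27.4% ± 18.7 to 82.2% ± 18.1 at 10 to 39 reads. Rises were also seen at chromosome 3 position 108414645 in an exon of Celsr2 (32.9% ± 12.2 to 76.6% ± 13.8) and at chromosome 10 position 51620429 in an intron of Gprc6a (37.0% ± 8.69 to 83.5% ± 17.9). These 6 CpGs were selected as extremes, and limma, which includes the spread between pools, gave each an adjusted p of 0.830.

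Differentially methylated regions were sought among 119692 regions, defined without regard to group as runs of CpGs at most 100 b apart with at least 3 CpGs. None passed the threshold of limma's adjusted p under 0.05 with a 10-point difference (smallest adjusted p = 0.707). At an unadjusted p under 0.05 there were 8323 regions, or 6.95%, of which 2259 were at least 10 points lower in the arsenic group and 924 at least 10 points higher. In simulated data with 200 regions changed by 40 points, limma recovered 87% of them with 0 false calls. The region with the smallest p, which was below the threshold of evidence set for a call, was on chromosome 4 from 155896503 to 155896600, in exon and intron sequence of Acap3 (3 CpGs). Its level was 99.4% ± 0.835 in the control group and 88.8% ± 4.05 in the arsenic group (SD, n = 5; limma adjusted p = 0.707). The next was on chromosome 3 from 32510266 to 32510398, 7 CpGs in the promoter of Zfp639, at 0.178% ± 0.179 in the control group and 1.84% ± 0.932 in the arsenic group (SD, n = 5; limma adjusted p = 0.707).

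In the principal component analysis of all CpGs, PC1 held 16.1% of the variance and PC2 13.7%. PC1 did not separate the groups (exact permutation test, p = 0.754), and its extremes were arsenic samples 1 and 5. PC2 scores differed between the groups (exact permutation test, p = 0.0238; adjusted for the 2 components, p = 0.0476). This depended on single samples. Without arsenic sample 5 neither component separated the groups (p = 0.183 for PC1 and p = 0.571 for PC2, exact permutation tests), and without arsenic sample 4 PC2 gave p = 0.0556 (exact permutation test). Without arsenic sample 1 the order changed, with p = 0.0159 for PC1 and p = 0.683 for PC2 (exact permutation tests).

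Lists of promoters fixed beforehand were compared next. Maternally imprinted promoters carry methylation on the maternal allele in body cells, and it is erased in fetal male germ cells. In the 7 of 10 such genes with CpGs in the table, the mean level was 38.4% ± 4.42 in the control group and 41.6% ± 10.02 in the arsenic group (SD, n = 5; exact permutation test, p = 0.516). Single samples ranged from 27.8% in arsenic sample 1 to 55.9% in arsenic sample 5. Promoters of germline genes are generally methylated in body cells and unmethylated in germ cells. The 10 of 14 such genes with CpGs in the table averaged 57.5% ± 3.48 in the control group and 59.2% ± 10.2 in the arsenic group (SD, n = 5; exact permutation test, p = 0.730), from 43.3% in arsenic sample 1 to 70.5% in arsenic sample 5. Without arsenic sample 5, both differences changed sign, to -0.314 points for the imprinted and -1.11 points for the germline promoters. No gene of either list differed between the groups (exact permutation tests, smallest p adjusted over the list alone 0.681 and 0.984).

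**Figure D3:**
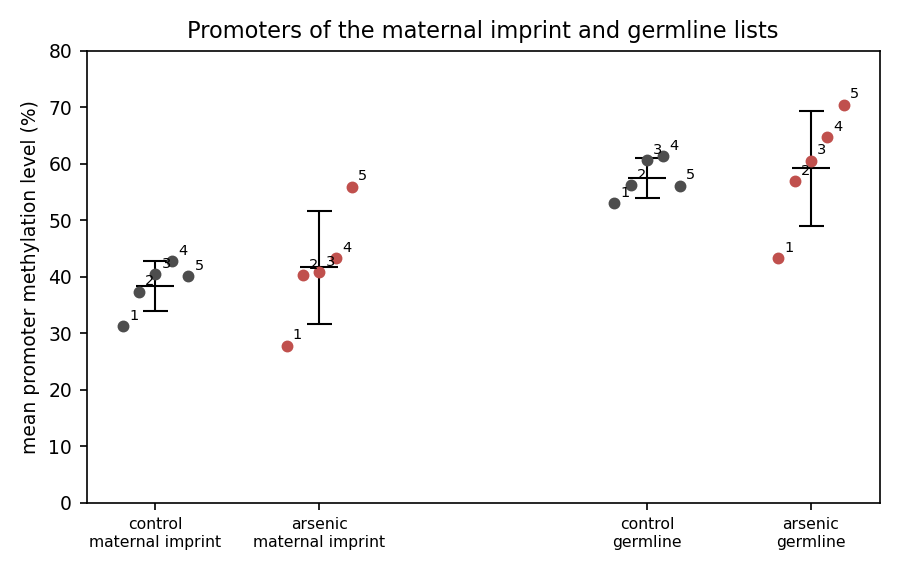
Mean methylation level in percent (y axis) over the promoters of the maternal imprint list and of the germline list in each pooled sample, by list and group (x axis). Points are samples with their replicate number and bars are the group mean and SD (n = 5); in both lists arsenic sample 1 is lowest and arsenic sample 5 highest.

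The study measured the expression of DNA methyltransferase (Dnmt) and Tet genes and of cell markers, so their promoters were examined as a list. In 9 of 10 genes with CpGs in the table, the mean level was 12.6% ± 0.868 in the control group and 14.2% ± 1.63 in the arsenic group (SD, n = 5; exact permutation test, p = 0.0794). Of the fits that each left out a sample, only that without arsenic sample 3 gave an exact permutation p under 0.05 (2.07 points, p = 0.0397), and the other 9 gave 0.0714 to 0.167. Nearly all of the difference came from Pou5f1, and without that gene, a setting chosen after seeing the data, it was 0.0939 points (exact permutation test, p = 0.865). The promoters of Dnmt1 (chromosome 9, 1 CpG cytosine), Dnmt3a (chromosome 12, 23 CpG cytosines), Dnmt3b (chromosome 2, 12 CpG cytosines), Tet2 (chromosome 3, 41 CpG cytosines) and Tet3 (chromosome 6, 26 CpG cytosines) had group means under 4%. Tet1 (chromosome 10) had 78.8% ± 6.14 in the control group and 79.6% ± 5.29 in the arsenic group (SD, n = 5). The Tet1 values rest on the 2 strands of 1 CpG (62899076 and 62899077), at a median of 12 reads in the least covered sample. Pou5f1, a marker of prospermatogonia on chromosome 17, was covered by 2 CpG cytosines between 35506076 and 35506081, at a median of 10 reads in the least covered sample. Its level was 5.64% ± 4.14 in the control group and 19.08% ± 8.76 in the arsenic group (SD, n = 5), higher in 5 of 5 arsenic samples than in every control sample (exact permutation test, p = 0.00794, the smallest this design can give). It failed the correction (p adjusted over the list alone 0.0714), and at this depth each sample's value rests on a few methylated reads.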

Values the study reported

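The study exposed pregnant C3H mice to 85 ppm sodium arsenite in tap water from gestational day 8 to 18. It reported 1,348,062 CpG sites shared by the 10 prospermatogonia samples. The average methylation level was given as 45.39% in the arsenic group and 45.98% in the control group. It reported 19,990 hypoDMCs and 10,558 hyperDMCs in prospermatogonia. The bisulfite conversion rate was stated as 95.9–98.0%.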

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

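In 140 tests, each on the 5 samples of a group, 5 found a sample farther from the others than Dixon's critical value, where chance gives about 7. As a set these samples are therefore no more than chance gives. The tests of single promoters and of the Gprc6a CpG were chosen after the outlying values had been seen, and 3 of the counting tests were changed after a first version had given its result. Counting tests compare the 95% Wilson intervals of the samples of a group, a rule that for Tex101, Gprc6a and the first version for Tet3 replaced a comparison with the level of the next sample after results had been seen. For Tex101 and Gprc6a the first version took all calls as independent, and the second counts mates, and in Tex101 also neighbouring CpGs, as 1 molecule. For Tet3 a Wilson bound was replaced by a test for a single molecule once the values per CpG had been seen. Results of the first versions are given below beside those of the second.

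The Tex101 promoter (chromosome 7, 24671953 to 24672149, 12 CpG cytosines) had a level of 21.5% in arsenic sample 1, against a group median of 66.2%. The counting test used the level over all calls, 31.1% (123 of 396), which is nearer to the other arsenic samples than 21.5%. Its upper 95% Wilson bound was 35.8% with all calls as independent, below the lowest lower bound of 55.4% in the other 4 arsenic samples. With 5 methylated of 16 molecules it was 55.6%, above the lower bounds of 35.4 to 43.7% of the other arsenic samples counted in this way, so counting error could produce the gap. An earlier comparison with the 61.6% of methylated calls in the next arsenic sample, which left out the error of that sample, had set counting error aside. A lower share of body cells in that pool may contribute, since 8 of the 9 other germline promoters were also below the median of the other samples in arsenic sample 1. The level of Tex101 relative to that median was 0.345, below the range of 0.506 to 1.03 of the other promoters. Because this rests on a single pool, a lower share of body cells and a local difference cannot be told apart. Between the groups the level of this promoter differed by 3.19 points, less than the spread between the pools (exact permutation test, p = 0.754). Without arsenic sample 1 the difference was 12.2 points.

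The Dnmt3b promoter (chromosome 2, 153649698 to 153649717, 12 CpG cytosines) had a level of 1.19% in arsenic sample 1 and 0% in the other 4 arsenic samples. The value rested on 6 methylated of 457 calls. Its lower 95% Wilson bound of 0.603% was under the 1.90% that the coverage of another arsenic sample allows at 0 methylated calls, so counting error may account for it. The group difference was -0.0663 points, also less than the spread between the pools (exact permutation test, p = 1.0). Without arsenic sample 1 it was -0.304 points.

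The Tet3 promoters (chromosome 6, 83441816 to 83456954, 26 CpG cytosines) had their highest level of each group in the samples numbered 5, with 2.72% in control sample 5 and 9.31% in arsenic sample 5. In the first version of the counting test, the lower 95% Wilson bound of 4.41% in arsenic sample 5 exceeded the highest upper bound of the other arsenic samples, 3.05%. That set counting error of independent calls aside. The methylated calls did not come from a single CpG, since the CpG with the most held 16.2% of them. Between 83456810 and 83456954, 13 of 14 CpG cytosines in arsenic sample 5 had methylated calls, with at most 2 methylated calls at a CpG among 10 to 12. This is the count that the mates of 1 methylated molecule would give at each of its CpGs, so 1 methylated DNA molecule may have produced the high value. In control sample 5, 11 of these CpGs had methylated calls, with up to 4 at a CpG, more than the mates of 1 molecule give without PCR duplicates, which were not tested. Between the groups the level differed by 2.09 points, less than the spread between the pools (exact permutation test, p = 0.262).

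The CpG in an intron of Gprc6a (chromosome 10 position 51620429) had a level of 21.6% in control sample 3, from 8 methylated of 37 reads, while the next control sample had 39.1%. With all reads as independent the upper 95% Wilson bound was 37.2%, and with mates counted as 1 molecule it was 45.2%. The first is short of the level of the next sample and the second reaches it, but both exceed the lowest lower bound of the other control samples, 19.8% with all reads. Counting error could therefore produce the gap. No biological explanation was tested, since the sample is a control.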

How the results depend on the processing

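The group difference in mean CpG methylation level kept its sign, with an exact permutation p above 0.05, under 7 settings, from -0.586 points with all sequences to -2.45 points with coverage-weighted levels. The fits that each left out a sample gave -1.08 to 0.227 points, the latter without arsenic sample 1. The number of chromosomes with a lower arsenic mean was 19 with all samples and from 2 to 20 when a sample was left out, with 2 reached without arsenic sample 1. Thinned reads (-0.584 points) say nothing on stability, because thinning leaves the expected mean unchanged. The same holds for the replicate block, which cannot give a p under 0.05. The settings with thinned reads or all sequences, those for chromosomes and the enzyme list without Pou5f1 were chosen after seeing the data.

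Among class means, coverage weighting reversed the difference to -0.464 points in promoters, -0.257 in 5′UTRs, -1.82 in exons and -0.186 in repeats. The cause was not tested, but arsenic sample 1 also had a coverage-weighted level of 35.4%, far from its unweighted 42.1%. The intron difference had an exact permutation p of 0.0476 with all samples, and it lost that level at a coverage of at least 20 (-1.58 points, exact permutation p = 0.0556), with coverage weighting (-3.11 points, exact permutation p = 0.238) or with the replicate block (-1.52 points, exact sign-flip p = 0.125, where 0.0625 is the smallest possible). Over the fits that left out a sample, differences ranged from -0.0518 to 0.429 points in promoters, from -0.0332 to 0.156 in 5′UTRs, from -0.691 to 0.988 in exons, from -0.925 to 1.45 in repeats and from -1.87 to -0.824 in introns. The intron difference had an exact permutation p under 0.05 in 2 of these 10 fits, without arsenic sample 3 (p = 0.00794) and without arsenic sample 5 (p = 0.0397).

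The hypoDMC and hyperDMC counts were within 1.5 times of 19994 and 10563 under 7 settings. They fell to 5769 and 3744 with a difference of at least 20 points, to 31 and 16 at 10 reads per CpG, and to 0 and 0 with the overdispersion F test and with limma per CpG. At a likelihood ratio divided by 2, a setting chosen after seeing the data because mates may have been counted as separate reads, they were 312 and 60. Fewer reads, a larger minimum difference, a smaller statistic or the spread between pools in the test lowers the counts by construction. Leaving out a sample gave 15003 to 25265 hypoDMCs and 5905 to 18158 hyperDMCs. The hypoDMC share of 65.4% was 60.6% at 20 points, 83.9% at a likelihood ratio divided by 2 and 45.2 to 76.0% when a sample was left out. Limma with each sample centred gave 0 DMCs (smallest adjusted p = 0.730, with 84570 CpGs at an unadjusted p under 0.05) and so no share. At an unadjusted p under 0.01, chosen after seeing the data, limma gave a share of 68.8% without centring and 64.9% with it.

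The replicate numbers did not pair the samples. Deviations of same-numbered samples from their group means had a Pearson's r of -0.0149 to 0.0367 across CpGs, and those of other pairs -0.0314 to 0.0373. With the replicate block, a Cochran-Mantel-Haenszel test gave 17586 hypoDMCs and 9528 hyperDMCs, and 0 regions were called. Among the class and list means and the mean level, the block changed a call for the intron level alone, and it was not run for the principal components or the odds ratios.

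Odds ratios of the repeat class kept their side of 1 and stayed significant under 3 alternatives. Of the other classes' odds ratios, 5 became weaker, 2 stronger and 7 reversed. The reversals were hyperDMCs in promoters (1.54), 5′UTRs (1.22) and intergenic CpGs (0.930) and hypoDMCs in TTS (0.919) and 3′UTRs (0.940) against CpGs at 10 to 90%, and hypoDMCs in TTS (0.891) and 3′UTRs (0.966) at 20 points. The first 5 came with a background that leaves out CpGs near 0 or 100%. After reversal, hyperDMCs in promoters (Fisher's exact test, adjusted p = 1.263e-25) and in intergenic CpGs (adjusted p = 0.00319) differed from 1. The other reversed odds ratios did not (Fisher's exact test, adjusted p = 0.0637 to 0.819). That of hypoDMCs in TTS did not in the main setting either (adjusted p = 0.727). The cause was not tested further for any of the 7.

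The counts of 0 for regions and for the overdispersion F test stayed at 0 under every alternative run, but the F test made no calls in simulated data either, so its 0 says nothing on stability. Fits of the principal components without a sample were chosen after seeing the data. PC1 passed p = 0.05 only without arsenic sample 1 (p from 0.0159 to 0.921 over the fits that left out a sample), and PC2 gave p from 0.00794 to 0.683, above 0.05 without arsenic samples 1, 4 or 5, all by exact permutation tests. Differences of the promoter lists ranged from -0.314 to 6.72 points for the imprinted, -1.11 to 5.68 for the germline and 1.03 to 2.07 for the methylation enzyme list when a sample was left out. The last was 0.0939 points without Pou5f1 (exact permutation p = 0.865). Without arsenic sample 1 the differences of the TTS (0.379), 3′UTR (0.409) and intergenic (0.0978) classes reversed. In the other fits that left out a sample they went down to -1.13, -1.14 and -1.60. Coverage weighting kept the sign of these differences, at -0.814 points in TTS, -1.9996 in 3′UTRs and -2.21 in intergenic CpGs (exact permutation p = 0.476 to 0.841).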

Other observations

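Tests over splits of DMC counts, hypoDMC shares and odds ratios, the count over the 78 splits that mix the groups, and tests on bisulfite conversion, on body cells and on promoter lists, were chosen only after the patterns had been seen.

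Some other splits of the 10 samples gave as many DMCs as control against arsenic. Of the 100 splits drawn, the real one included, 13 gave at least 30557 DMCs (median 20719.5, highest 35462), and 65 gave a share of DMCs in 1 direction at least as uneven as 65.4%. An odds ratio of DMCs in repeats as high as that of the hyperDMCs was reached in 20 of the 100 splits, and an odds ratio in introns as high as that of the hypoDMCs in 8. An odds ratio in repeats as low as that of the hypoDMCs was reached in 10 of the 100 splits, and one in promoters as low as that of the hyperDMCs in 100. For the overdispersion F test, 12 of the 100 splits had at least 72797 CpGs at an unadjusted p under 0.05. CpGs at 10 to 90% without overlap between the groups numbered 7688, and 5 of the 100 splits had as many (median 5510). Of the 100 splits, 21 kept 4 of the 5 arsenic samples together and are close to the real one. Among the 78 splits with 2 or 3 arsenic samples on each side, 6 gave as many DMCs, 51 as uneven a share, 4 as many CpGs in the F test and 1 as many CpGs without overlap. An odds ratio in repeats as high as that of the hyperDMCs came in 13 of the 78, one as low as that of the hypoDMCs in 4, and one in introns as high as that of the hypoDMCs in 3. Groupings that mixed the groups thus reached these values, some of them rarely. Of 16 class odds ratios compared over the 100 splits, 3 were rarer. An odds ratio as low as that of hypoDMCs in promoters (0.199) was reached in 2 of the 100 splits, one as high as that of hypoDMCs in intergenic CpGs (1.59) in 4, and one as low as that of hyperDMCs in introns (0.567) in 3. Counted as far from 1 on either side, the last was reached by 14 of 200 values from the splits. Among the 78 splits these 3 were reached in 0, 1 and 0.

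Regions at an unadjusted p under 0.05 were more frequent than in nearly all other splits. Only 2 of the 100 splits, the real one included, gave at least 8323 such regions (median 5694, highest 8462), although no region passed the correction. The other of the 2 exchanged 1 sample between the groups, and none of the 78 splits gave as many. The nearest of the 78, with 3 arsenic samples on 1 side, came close with 8312 regions. The deeper sequencing of the arsenic group did not account for this, since with equal reads per region in every sample the real split gave 8506 regions, and 2 of 100 splits gave as many. Arsenic sample 1 alone did not either, since without it the real grouping gave 8802 regions and 2 of 100 splits of the other 9 samples gave as many (median 5533). A total of 22 measures were compared over the splits. No correction for their number was made, and the region count and the 3 odds ratios reached in 2 to 4 of 100 splits would not pass one. A difference between the groups that is spread over many regions, each too small to call, may exist, but this is a hypothesis. An unlabelled batch that follows the groups and the composition of the pools stay open beside an effect of arsenic.

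The spread between pools of one group exceeded binomial sampling. Counting both mates of a pair would raise the variance to at most about 2 times binomial, but the median was 3.72 at a mean coverage of 100 to 200 reads, so overlapping mates were not its whole cause. Few DNA molecules per site after bisulfite treatment may contribute. The strands of a CpG are separate molecules after denaturation, and at 103987 CpGs with both strands at 20 to 80% they shared 19.6% of the excess spread. A first version of this test, by distance, was set aside before either was run. It gave a Pearson's r across pairs of CpGs of 0.613 for deviations 1 to 30 b apart, 0.495 at 30 to 100 b and 0.102 at 1 to 10 kb. PCR duplicates, which act in the same way, were not tested. No biological explanation was tested.

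The mean level of arsenic sample 1 differed by -3.95 points from the mean of the other 9 samples, whose SD was 0.693. The mitochondrial level of arsenic sample 1 was 0.153 points above the mean of the others, which argues against more complete conversion of unmethylated cytosine. Mitochondrial CpGs were nearly unmethylated, so they cannot show whether methylated cytosine was converted. Coverage shifted to CpG-dense fragments leaves an unweighted mean over the same CpGs unchanged, so classes of CpG density do not test it. The sample was the lowest in 5 of 5 such classes, with a gap of -5.62 points in the least dense class. Its read depth was not excluded. The gap was -3.94 points with every sample at 10 reads per CpG, but thinning leaves the expected mean unchanged, so this test decides nothing. Arsenic sample 2, with 65527177 calls against 66570870, had a mean level of 45.2%. A lower share of body cells in that pool is a candidate explanation. The 17 promoters of the imprint and germline lists changed by -15.4 points on average in it, against -8.38 points for random promoters of the same level, and 0.17% of 10000 random sets fell as far. An effect of arsenic in this pool alone stays open.

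The promoters of both lists were methylated in every sample. Maternally imprinted promoters had a mean of 40.02% and germline promoters 58.3%, against 15.8% and 13.5% in random promoters of the same CpG density. Incomplete bisulfite conversion was excluded by mitochondrial levels of at most 1.39%. Body cells in the pools are a candidate explanation, since both list means rose and fell together over the 10 samples (Pearson's r = 0.942, permutation p = 0.00027, adjusted over 3 relations 0.00081, and Spearman's rho = 0.976, permutation p = 1e-05, the smallest possible, adjusted 3e-05). Without arsenic samples 1 and 5, r was 0.852. The other relations, of the mean level with the germline list (r = 0.777, permutation p = 0.0177, and rho = 0.345, permutation p = 0.332) and with the imprint list (r = 0.660, permutation p = 0.0637, and rho = 0.418), rested on those samples, since without them r was -0.198 and -0.428. Body cells carry the maternal imprint on 1 allele, so by themselves they would have to be most of the cells to give a mean of 40.02%. In arsenic sample 5 the imprinted mean was 55.9%, above what 1 methylated allele gives. Body cells alone may therefore not account for that value. Methylation of these promoters in the germ cells themselves and a share of body cells cannot be told apart, because no pure fraction was measured, and the lowest list mean in a sample was 27.8%.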
